# Prenatal hyperbaric normoxia treatment improves healthspan and regulates chitin metabolic genes in *Drosophila melanogaster*

**DOI:** 10.18632/aging.101084

**Published:** 2016-10-24

**Authors:** Suyeun Yu, Eunil Lee, Bodokhsuren Tsogbadrakh, Gwang-Ic Son, Mari Kim

**Keywords:** aging, healthspan, hormesis, hyperbaric normoxia, development, chitin metabolism, *Drosophila melanogaster*

## Abstract

Aging is a universal, irreversible process accompanied by physiological declines that culminate in death. Rapid progress in gerontology research has revealed that aging can be slowed through mild stress-induced hormesis. We previously reported that hyperbaric normoxia (HN, 2 atm absolute pressure with 10% O_2_) induces a cytoprotective response *in vitro* by regulating fibronectin. In the present study, we investigated the hormetic effects of prenatal HN exposure on *Drosophila* healthspan related to molecular defense mechanisms. HN exposure had no disruptive effect on developmental rate or adult body weight. However, lifespan was clearly enhanced, as was resistance to oxidative and heat stress. In addition, levels of reactive oxygen species were significantly decreased and motor performance was increased. HN stress has been shown to trigger molecular changes in the heat shock response and ROS scavenging system, including *hsp70*, *catalase*, *glutathione synthase*, and *MnSOD*. Furthermore, to determine the hormetic mechanism underlying these phenotypic and molecular changes, we performed a genome-wide profiling in HN-exposed and control flies. Genes encoding chitin metabolism were highly up-regulated, which could possibly serve to scavenge free radicals. These results identify prenatal HN exposure as a potential hormetic factor that may improve longevity and healthspan by enhancing defense mechanisms in *Drosophila*.

## INTRODUCTION

All living systems have the intrinsic ability to respond to external and internal stressors and to maintain homeostasis [1, 2]. A molecular homeodynamic balance increases the efficiency of multiple pathways, including nuclear and mitochondrial DNA repair, detoxification and immune and stress responses [3]. A failure in the homeodynamic pathway culminates in death because of aging due to accumulated molecular and cellular damage [2, 4, 5].

The phenomenon that low doses of potentially toxic substances can induce a beneficial biological response is termed hormesis [6-9]. These beneficial low doses, called mild stress, include a wide variety of biological, chemical, and mechanical stimuli. Accumulating studies have established a strong link between hormesis and aging, as a result of overcompensation of defense mechanisms induced by mild stress. For example, exposure to mild stresses such as irradiation, heat, or hypergravity improves mean lifespan in *Drosophila melanogaster* [10-13] and improved stress tolerance in *D. melanogaster* [12, 14] and in *Caenorhabditis elegans* [15].

We previously reported that hyperbaric normoxia (HN, 2 atmospheres absolute with 10% O_2_) as a mechanical mild stressor shows hormetic effects, such as inducing a cytoprotective response *in vitro* by regulating fibro-nectin expression and DNA damage [16]. Mechanical stress caused by stretching, compression, fluid shear stress, or hydrostatic pressure is the primary regulator to induce homeostatic mechanisms. It has been shown to influence major developmental processes, such as in skeletal muscle, bone, cartilage, blood vessels and heart, and to affect diverse cellular processes including cellular growth, differentiation, migration, apoptosis, and senescence [17, 18]. Mechanical stress has been well studied in development research [19], but its application to biogerontologic research as a hormetic factor remains unclear.

There is growing evidence to suggest that exposure to environmental stress during critical periods of development result in permanent effects on behavior and metabolism, as well as growth, reproduction, stress tolerance and lifespan [20-22]. These observations were explained by the concept of developmental plasticity [23], which causes genetic or epigenetic modulation. In particular, the hormetic effects of dietary regulation on developmental plasticity have been investigated in life-long health studies across many different animal species [24-27]. The effects of hormesis and its application to biogerontologic research are being explored, and one of the next challenges is to identify new mild stresses that have hormetic effects at the organismal level.

Hyperbaric normoxia stress shows no genotoxicity on various cell lines, and in fact shows cytoprotective effects [16]. However, evidence that these hormetic effects of HN also occur *in vivo* is lacking. In the present study, using *D. melanogaster* as a model system we investigated the effect of prenatal HN exposure on healthspan, including developmental rate, fecundity, severe stress tolerance, longevity and behavioral aging. In addition, we addressed the molecular consequences of HN, as a mec-hanical mild stress in response to the relevant aging trait.

## RESULTS

### Characterization of HN in *D. melanogaster* development

To determine the effects of HN in *D. melanogaster*, we examined whether prenatal HN exposure affected development at each stage of growth. We observed no significant effects of HN on growth compared to controls. Although the timing from larva to pupa was delayed at day 5 (*p* =0.003), the total larval growth pattern, total development time from egg to eclosion (Fig. 1A) and total average eclosion rate (egg to adult survival) did not differ between HN and control groups (Fig. 1B). Moreover, HN did not affect the mean body weight of males, females or larvae at eclosion (Fig. 1C) or wing size (Fig. 1D).

**Figure 1:**
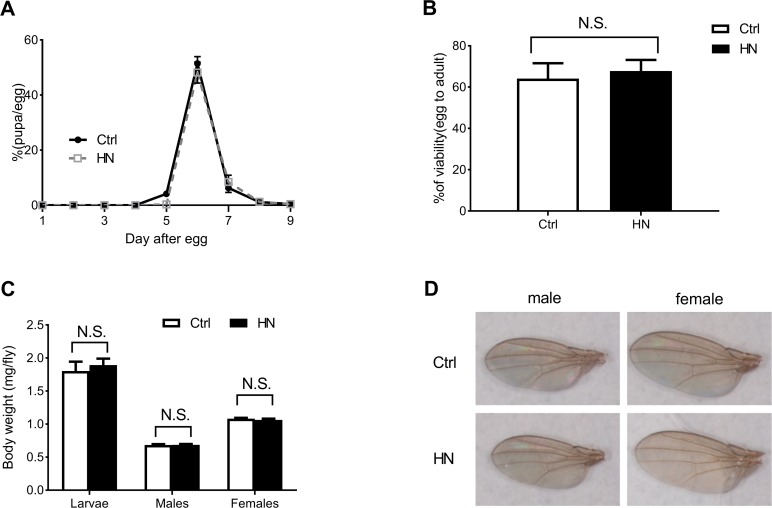
The effects of HN on growth pattern and rate (**A**) HN-treated larvae pupariated at normal time points and were slightly delayed at 5day after egg laying (>80 animals/group). (**B**) The egg-to-adult viability was no significant difference between control and HN exposure (>60 eggs/group, n≥5 independent experiments). (**C**) Average weight of larvae (Ctrl, n=187; HN, n=192) and adult flies (Ctrl male, n=53; HN male, n=54; Ctrl female, n=41; HN female, n=46) indicated. (**D**) HN-treated flies had no significant change in wing size (5 flies/group, n≥3). Error bars denote the standard error of the mean (SEM). NS: not significant.

### Protection against heat and oxidative stresses by prenatal HN exposure

We previously showed that hyperbaric normoxia protects normal fibroblasts (WI-38) against oxidative stress [16]. We therefore examined whether HN treatment also enhanced stress tolerance in *D. melanogaster* (Table 1A). To determine the tolerance to oxidative stress, flies were fed 18 mM paraquat added to standard food and their survival was monitored. We found that for both male and females, HN-treated flies exhibited a significant resistance to oxidative stress, 12% increase of median survival in males (Fig. 2C) and 47% in females (Fig. 2F), whereas control flies exhibited high sensitivity to paraquat. Under 40°C heat stress, both male and female HN-treated flies showed increased thermal tolerance by 20% in both males (Fig. 2A) and females (Fig. 2D). In addition, when subjected to nutrient deprivation, only female flies showed increased resistance to starvation, compared to their controls (males, Fig. 2B; females, Fig. 2E). These results suggest that HN plays a protective role against different stresses in *Drosophil*a, which is in agreement with previous *in vitro* reports [16].

**Table 1A:** Summary of survival analysis Altered stress tolerance and lifespan by prenatal HN exposure altered stress tolerance.

*w^1118^*	sex	Median survival time (hour)				ILS	*p-*value
		Ctrl	(n)	HN	(n)		
Heat	M	0.83	(90)	1	(114)	1.20	0.0001
	F	0.83	(74)	1	(84)	1.20	0.007
Starvation	M	61	(80)	61	(80)	1.00	0.2004
	F	58	(80)	64	(80)	1.10	<0.0001
Paraquat	M	75	(96)	84	(98)	1.12	0.0313
	F	51	(100)	75	(100)	1.47	0.0004

Mean lifespan (MLS), maximum lifespan (MaxLS), and increased lifespan (ILS, ratio of HN to Control) are presented with the number (n) of flies tested.

**Table 1B:** Summary of survival analysis Altered stress tolerance and lifespan by prenatal HN exposure altered lifespan.

Sex	Ctrl			HN			ILS	*p-*value
	MLS	MaxLS	(n)	MLS	MaxLS	(n)		
males	45.5	78	(236)	51	83	(226)	1.12	<0.0001
females	49	72	(224)	56	75	(224)	1.14	<0.0001

Mean lifespan (MLS), maximum lifespan (MaxLS), and increased lifespan (ILS, ratio of HN to Control) are presented with the number (n) of flies tested.

**Figure 2:**
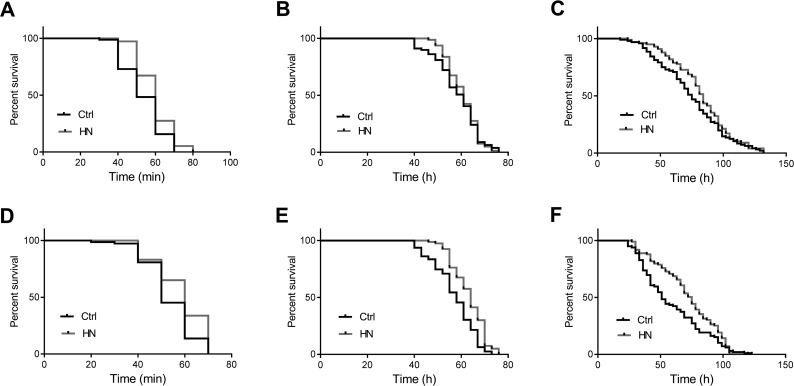
Enhanced heat and oxidative stress tolerance by prenatal HN exposure in both sex HN exposure led to significantly increased resistance to heat stress in male (**A**) *p* =0.0001; female flies (**D**) *p* =0.021 and oxidative stress (**C**) male, *p* =0.031; (**F)** female, *p* =0.0004. HN exposure affected starvation resistance in female (**B**) *p* <0.0001) but not in male flies (**E**) *p* =0.2004). HN-treated flies presented a significant increased (black: controls; grey: HN exposure).

### Enhanced longevity and healthspan by hyperbaric normoxia

To gain further insight into the protective effects of HN, we assayed the lifespan in treated and untreated flies (Table 1B). We found that the median lifespan of HN-treated flies was increased by 12% in males (Fig. 3A) and by 14% in females (Fig. 3B). Motor performance is regarded as a marker of healthspan in *D. melanogaster*. [28, 29]. To measure this, we tested the vertical climbing ability of treated and untreated flies. We found that HN treatment improved the flies' ability to reach the top of the vial (males, Fig. 3C; females, Fig. 3D), indicating an improved motor performance. We also tested reproductive output, which is often negatively correlated with extended lifespan and healthspan [30, 31]. However, our results showed that while HN-treated female flies showed decreased fertility at day 8, there was no detrimental effect on average daily fecundity compared to controls (Fig. 3E). This implies that prenatal HN exposure has the ability to delay the physiological age without any associated reproductive costs.

**Figure 3:**
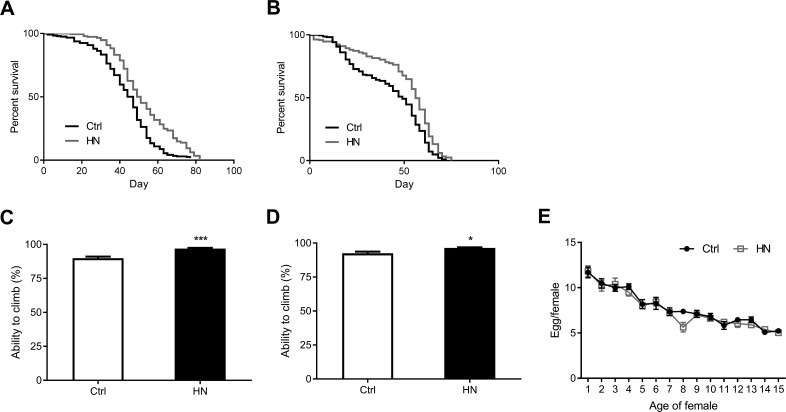
Increased healthspan in HN-treated flies HN exposure led to increased mean lifespan by 12% in males (**A**) *p* <0.0001) and by 14% in females (**B**) *p* <0.0001. HN-treated flies showed a significant higher climbing performance then control groups (**C**) male, *p* =0.0007; (**D**) female, *p* = 0.028. (**E**) HN exposure did not affect the fecundity while there was decreased fertility at day 8 (*p* =0.009). Error bars denote SEM. Values with different superscripts are significantly different at *p* <0.05 (* = *p* <0.05, ** = *p* <0.01, *** = *p* <0.01).

### Changes in ROS production and oxidative stress-related gene expression

Aging leads to increasing ROS as well as impaired motor performance associated decreased lifespan [32]. The relationship between ROS and healthspan has been studied extensively. In the present study, we examined ROS levels in HN-treated flies, using a FOX assay. Compared to control flies, the average amount of ROS in HN-treated flies was decreased by 10% for both males and females (Fig. 4A). Otherwise, there was no difference in expression levels of mitochondrial-encoded genes, such as *cytochrome c oxidase subunits I* and *III* (*COXI*, *COXIII*) and *cytochrome b* (*Cytb*) in males or females (Fig. 4B). To test if ROS reduction by HN exposure leads to altered gene expression associated with aging and oxidative stress, we monitored mRNA levels of candidates. We analyzed the gene expression level of *Drosophila methushelah (mth)* and *Sir2*, *4E-BP*, *FOXO* and *Tor* in nutrient signaling, there was no changes (males, Fig. 5A; females, Fig. 5B). However, Oxidative stress-related genes including *hsp70*, *catalase*, *glutathione synthase* (*GS*), *Jafrac 1*, and *Superoxide dismutase 2* (*MnSOD*) were up-regulated following HN exposure (males, Fig. 5C; females, Fig. 5D). These data suggest that the prolonged healthspan that results from prenatal HN exposure is associated with anti-oxidant defense mechanisms.

**Figure 4:**
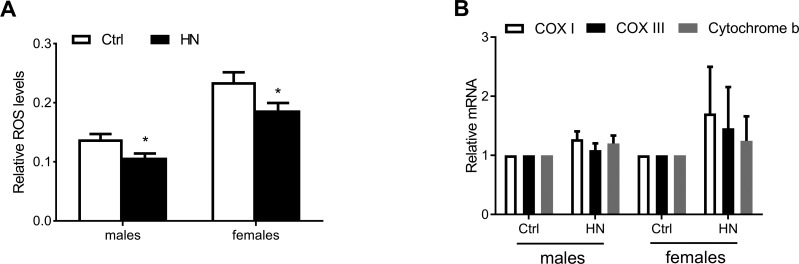
Decreased ROS production by HN exposure (**A**) ROS generation was reduced in HN-treated flies (male, *p* =0.013; female, *p* =0.035). (**B**) The expression levels of mitochondrial DNA were not changed in both sex. Error bars denote SEM. * = *p* <0.05, ** = *p* <0.01, *** = *p* <0.01.

**Figure 5:**
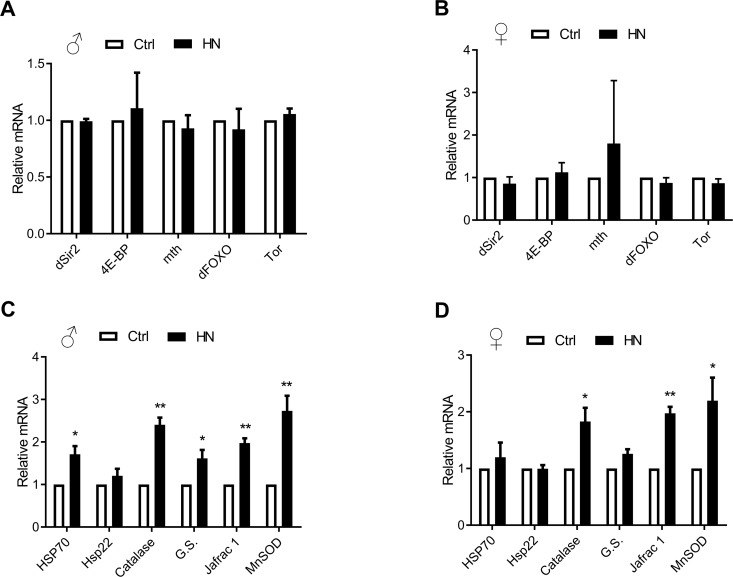
Altered oxidative stress-related gene expression by HN exposure (**A**-**B**) Aging related gene levels were not changed. (**C**-**D**) HN-treated mRNA expression related with oxidative stress genes were increased in both sex. Error bars denote SEM. * = *p* <0.05, ** = *p* <0.01, *** = *p* <0.01.

### Global gene expression profiles in HN treated healthspan increased flies

To obtain a global view of the genomic response to HN treatment in the healthy aging phenotype in male and female flies, we performed a microarray using 32,162 probe sets and analyzed it together with its control. 

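The expression data came from whole bodies of 10-day-old flies that had been exposed to hyperbaric normoxia (HN, 2 atmospheres absolute) from egg to eclosion, and from control flies. RNA from 20 flies was pooled for each sex and treatment, and each pool was hybridized to 1 Agilent one-color array, so that 4 arrays, 1 per group, make up the data and no difference between groups has a replicate check within a sex. Each array carries 45019 spots, of which 43602 are not controls and belong to 32162 probes. All 4 arrays lie on 1 slide. The control female, HN female and HN male arrays were read in one scan and the control male array in another, so that in males the scan and the treatment cannot be told apart. The authors deposited the background-subtracted intensity of every spot, without scaling between arrays. Its median over probes was 191 in control females, 180 in HN females, 356 in control males and 453 in HN males. Probes well above background numbered 21780 (67.7%) in control females, 22011 (68.4%) in HN females, 23413 (72.8%) in control males and 25431 (79.1%) in HN males, and no spot was saturated. Between 44 and 92 non-control spots per array carried an outlier flag and were left out. The remaining spots of a probe were averaged on the log2 scale, each array was divided by its 50th percentile over all probes as in the paper's methods, and signals below 5 were set to 5. A probe was compared within a sex if it was well above background on at least 1 of the 2 arrays. Where it was so on only 1 array, the dim side was taken as the higher of its own signal and the lowest signal among probes well above background on that array, and the ratio is then a bound. That lowest signal was 10.55 on the control male array and 5, the floor itself, on the HN male array. In females it was 15.13 for control and 14.54 for HN. In males the bound thus held back higher calls more than lower ones. All ratios are HN over control.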

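A 1.5-fold change corresponds to a log2 ratio of 0.585. The error of a single measurement can be read from probes that are spotted more than once on the same array. Among probes with a pair of spots well above background, 0.458% differed by more than 1.5-fold between the spots on the control female array, 0.498% on the HN female array, 0.502% on the control male array and 0.644% on the HN male array. Across repeat spots of one probe, the log2 ratio of HN over control had a standard deviation of 0.103 in males and 0.0934 in females, well inside the 1.5-fold limit. In the dimmest of 5 groups by signal it was larger, at 0.174 in males and 0.191 in females, and changed probes gather among dim ones. This error covers the spotting, hybridization and scanning of one RNA pool and leaves out differences between pools of flies, which 1 array per group cannot measure. No test of single genes within a sex was therefore made here. For the 23252 probes well above background on both male arrays, the log2 ratio had a median of -0.07, with 5% of probes below -0.40 and 5% above 0.40. The 21237 probes well above background on both female arrays had a median log2 ratio of -0.06, with 5% below -0.31 and 5% above 0.37.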

Genes with a more than 1.5-fold change (with statistical significance) following HN treatment were presented as Venn diagrams (Fig. 6A). 

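In males, 25586 probes could be compared, and 1644 of them (6.43%) differed by more than 1.5-fold between HN and control flies. Of these, 1071 were higher and 573 lower in HN males, so that 65.15% of the changed probes were higher. In females, 22546 probes could be compared and 1572 (6.97%) differed, 863 of them higher and 709 lower in HN flies, a share of higher probes of 54.9%. Many of these probes were well above background on 1 array alone, where the ratio is a bound. That held for 519 of the higher and 157 of the lower probes in males, and for 454 of the higher and 357 of the lower probes in females. Among probes well above background on both arrays of a sex, 552 were higher and 416 lower in HN males, and 409 were higher and 352 lower in HN females. The HN male array had 2179 probes well above background that were not so on the control male array, against 161 the other way round. In females these numbers were 774 and 543. Among the settings compared for every count, leaving out the scaling between arrays with the dim side at its own signal, a choice made after the data were seen, moved the count of probes higher in HN males most, to 3957. Combinations of scaling and filter that were set against the paper's counts afterwards reached up to 4905, with the deposited table of probe values, no scaling and no filter. A limit of 2-fold left 329 higher and 284 lower probes in males, and 405 higher and 423 lower in females. The direction in females depended on the scaling as well. Without scaling, 721 probes were higher and 850 lower in females, and with the 75th percentile 1039 were higher and 632 lower. The paper counts the genes with a more than 1.5-fold change with statistical significance and states that they were altered in each sex following prenatal HN exposure.

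**Figure D1:**
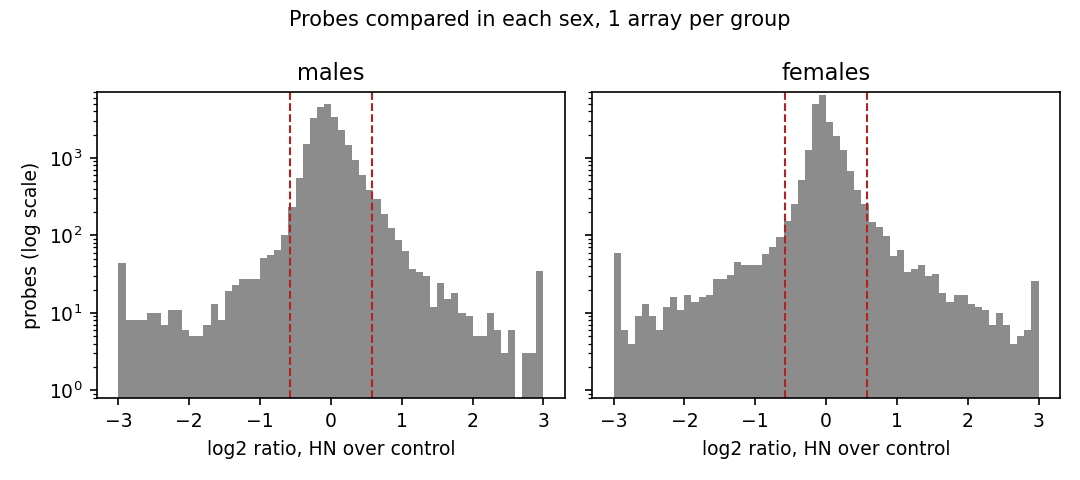
Number of probes (log scale) by log2 ratio of HN over control in males and in females, with ratios beyond 3 in either direction placed in the outermost bars and dashed lines at 1.5-fold. Beyond the lines lie 1071 higher and 573 lower probes in males, and 863 higher and 709 lower probes in females.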

In total, 4,293 genes (3,946 induced; 347 repressed) were altered in males and 1,841 genes (1,163 induced; 678 repressed) were altered in females following prenatal HN exposure. Comparison of these two sets revealed a significant overlap of 473 genes, among which 441 genes were up-regulated in the HN-treated group. These up-regulated genes can be analyzed in Gene Ontology (GO) which is grouped into three major categories, including biological process (BP), cellular component (CC), and molecular function (MF) (Fig. 6B). 

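Of the 21490 probes compared in both sexes, 212 were more than 1.5-fold higher in HN flies of both sexes and 49 were lower in both, 261 in all. If the calls in males and females were independent, 25.3 probes would be higher in both and 7.83 lower in both, so that the observed numbers were 8.37 and 6.26 times those. Called probes gather among dim ones in both sexes. With the independent number taken within 20 bins of mean signal, it rose to 58.5 higher and 16.0 lower, and the observed numbers were 3.62 and 3.06 times as large. Across the 19758 probes well above background on all 4 arrays, the log2 ratios of males and females had a Pearson's r of 0.323 and a Spearman's rho of 0.246. These are relations across probes, which are not independent replicates, and no p-value was computed from them. Only 412 probes, of 360 genes, could be given a gene symbol here. Among those well above background on all 4 arrays, the gene with the largest increase in both sexes was Cpr97Eb, whose signal rose from 235 to 790 in males (log2 ratio 1.75) and from 278 to 711 in females (log2 ratio 1.36). It was on the list of cuticle protein genes drawn up before the data were examined. The other member of that list with a symbol, Cpr49Ag, had log2 ratios of 0.52 in males and 0.22 in females, within the 1.5-fold limit. CG15021 has a pair of probes, with log2 ratios of 1.14 and 1.06 in males and 0.94 and 0.88 in females. CG43897, a dim probe with signals from 32 to 58, had log2 ratios of 0.86 in males and 0.72 in females, but stayed within the limit in both sexes under normexp (0.13 and 0.25) and in females with the deposited table of probe values (0.23). The next 2 genes by the smaller of the ratios passed the limit in one sex at most for any probe. For CG12483 the probes gave 0.56 and 0.80 in males and 0.59 and 0.53 in females, and for asRNA:CR42860 the ratios were 0.76 in males and 0.55 in females. Whether probes of these 2 genes passed the limit changed with the scaling and background settings, as it did for Cpr49Ag in males. The genes with the largest decrease in both sexes were CG6283 (log2 ratio -0.78 in males, -0.45 in females), CG33978 (-0.42 and -0.42), Ugt303A1 (-0.61 and -0.35), Alp13 (-0.35 and -0.27) and asRNA:CR43463 (-0.25 and -0.38), none of which passed the limit in both sexes. The calls of CG6283 without scaling and of Ugt303A1 with the 75th percentile (-0.55) were lost in males, and CG33978 passed the limit in males with the table of probe values (-0.65). Under normexp the decrease of CG33978 was gone (0.13 in males, -0.09 in females), where the offset again weighs on a dim probe (signals from 38 to 71). Without scaling, the decreases of Alp13 (0.002) and asRNA:CR43463 (0.10) were gone in males. Larger changes were seen among probes that the files name by transcript identifier alone. For example, FBtr0077021 rose by a log2 ratio of 4.66 in males and 3.99 in females, and FBtr0083919 by 3.10 and 3.14. FBtr0089324 fell by 1.49 on the log2 scale in males and fell by 2.09 in females, and FBtr0091930 fell by 1.13 in males and fell by 1.47 in females on one probe, with log2 ratios of -0.83 in males and -1.55 in females on the other. The paper takes the genes up-regulated in both sexes on to its analysis of gene ontology.

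**Figure D2:**
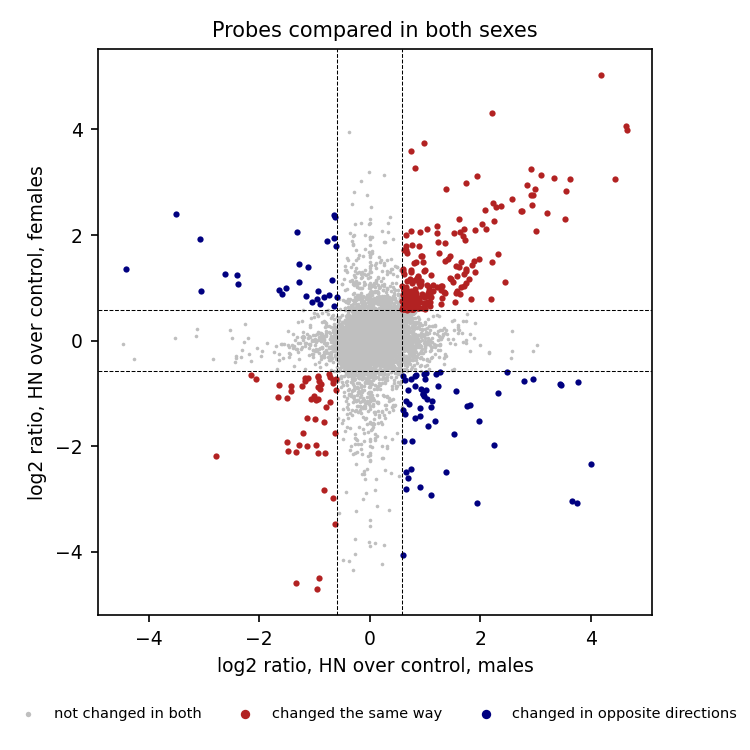
Log2 ratio of HN over control in males (x axis) and females (y axis) for the 21490 probes compared in both sexes, 1 point per probe, with dashed lines at 1.5-fold. The 261 probes changed the same way are in red, the 86 changed in opposite directions in blue and the others in gray.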

The top five sub-categories in BP were indicated in aminoglycan metabolic process (18 genes), chitin metabolic process (17 genes), Polysaccharide metabolic process (7 genes), myofibril assembly (7 genes) and ciliary or flagellar motility (5 genes).

**Figure 6:**
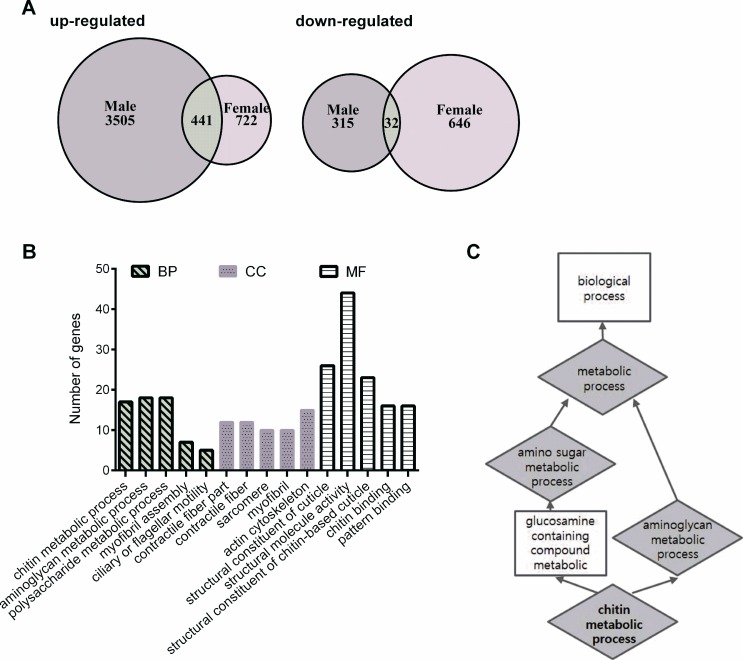
Differential gene-expression analysis and enriched gene ontology categories (**A**) Venn diagram comparing the up-regulated and down-regulated genes in HN-treated flies. (**B**) Annotated genes from the overlap of up-regulated gene lists can be divided into three major categories, including biological process (BP), cellular component (CC), and molecular function (MF). The vertical scale on the left indicated the number of genes in the sub-categories. (**C**) The functional enrichment map were illustrated for a number of biological function including the enriched target genes.

### Chitin metabolism is involved in the improved healthspan seen in HN-treated flies

Our microarray analysis revealed changes in 18 transcripts involved in aminoglycan metabolic process. Among these, 17 transcripts were found to be involved in chitin metabolism, which is related to aminoglycan meta-bolism according to functional enrichment map. Using KEGG pathway analysis to confirm the over-lapping up-regulation following prenatal HN exposure, amino sugars and nucleotide sugar metabolism were enriched in the HN-treated group. Potential healthspan-promoting genes *Chitinase 6* (*Cht6*: CG43373), *Chitinase 7* (*Cht7*: CG1869) and *kkv*, were selected for further analysis. Validation by qPCR revealed that mRNA levels of *Cht6*, *Cht7*, and *krotzkopf verkehrt* (*kkv*) were highly increased in prenatal HN-exposed flies (males, Fig. 7A; females, Fig. 7B). These observations identify chitin metabolism as a potential molecular mechanism involved the horme-tic effects of HN that result in a prolonged healthspan.

**Figure 7:**
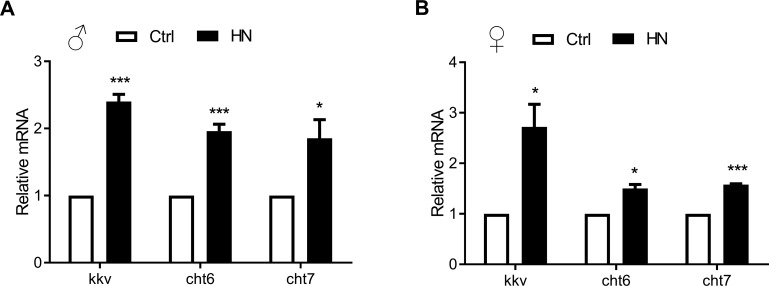
Quantitative real-time PCR validation of HN-treated healthspan genes acquired from microarray analysis Long-lived HN exposure flies increased the expression of 3 genes from the most up-regulated genes among GO terms. Error bars denote SEM. Values with different superscripts are significantly different at *p* <0.05 (* = *p* <0.05, ** = *p* <0.01, *** = *p* <0.01).

## DISCUSSION

The aims of this study were to test the potential of HN as a mild stressor that can prolong lifespan and healthspan in *Drosophila* and to elucidate the hormetic mechanisms by which HN promotes longevity. While the hormetic effect of exposure to various mild stresses on healthspan and longevity is well documented at adult stages, the potential hormetic effects of prenatal exposure to mild stress remain relatively unknown. Most of the prenatal stress studies were restricted to harmful environmental exposures such as carbon monoxide, alcohol and drugs, which can lead to subvert normal development [33, 34]. In general, prenatal exposure to mild stress has a more pronounced impact on development and the whole life of an organism than postnatal exposure. Therefore, in the present study, before using prenatal HN exposure as a mild stressor, it was necessary to determine any side-effects on the development of *D. melanogaster*. Our data showed that prenatal HN exposure had no detrimental effects on development, such as larval growth rate and embryonic mortality, and body weight of larvae and adults. In addition, prenatal HN exposure did not affect wing size, which is used as an indicator of body size, after growth has stopped. Therefore, our observations indicate that prenatal HN treatment has no deleterious effects on *Drosophila* development.

Mild stress intervention has been shown to improve stress resistance and lifespan, and therefore slow down the aging process [35, 36]. Long-lived mutants often show increased stress resistance to environmental stimuli [35]. Therefore, we hypothesized that HN-induced mild stress would enhance lifespan and stress resistance against critical heat, starvation and oxidative stress. Our results showed that prenatal HN exposure induced longevity and stress resistance to thermal and oxidative stress in both male and female flies. We found no change in starvation resistance, but this could be correlated with a number of other life-history traits, including body size. Thus, our study provides additional independent evidence for the use of HN-induced mild stress as a hormetic effector in *Drosophila*, as was suggested by a previous *in vitro* study [16].

Simply extending lifespan has no value if it is not coupled with improved healthspan. Therefore, sought to determine whether the beneficial effects of prenatal HN exposure could be explained in terms of improved and prolonged lifespan. In *Drosophila*, muscle strength is essential for motor performance and is known to decline with age, causing age-related health problems [28, 29]. Locomotor activity is therefore a reliable marker of healthspan. Indeed, we found that HN exposure improved locomotor activity, indicating an improve-ment in the healthspan of the treated flies. We also tested whether prenatal HN exposure affected female egg-laying ability. Previous diet manipulation studies have reported that an increased lifespan is accompanied by compromised reproduction [30, 31]. The existence of such a trade-off between longevity and fecundity seems reasonable in terms of allocation of resources under food-limited conditions. However, reduced reproduction does not necessarily improve lifespan, and several studies have reported no correlation between longevity and fecundity [37-39]. In the present study, we showed that prenatal HN exposure increased stress tolerance and healthspan without a concomitant reduction in fecundity.

It has been proposed that prenatal HN-induced stress triggers a defense mechanism related to improving longevity and healthspan. The free radical theory of aging suggests that ROS-induced accumulation of damage to cellular macromolecules is a major determinant of lifespan [40]. To this end, we assessed the levels of cytosolic reactive oxygen species (ROS) and found a decrease in cytosolic ROS production following HN treatment. It will be interesting to determine how prenatal HN stress induces the defense mechanism against ROS. One type of defense mechanism involved in hormesis is the heat shock response. Hsp70 is a stress-induced chaperone that regulates lifespan in flies [14, 41], and its expression is reduced with increasing age in *D. melanogaster* [42]. Another type of intervention used to increase healthspan and decrease oxidative stress is the ROS scavenging system. Superoxide dismutase and catalase provide the main enzymatic antioxidative defense in insects. During aging, expression levels of MnSOD are down-regulated in *Drosophila* [43, 44]. MnSOD is localized to the inner mitochondrial space and plays a role in mitochondrial DNA protection by converting superoxide to hydrogen peroxide and oxygen. *MnSOD* knockdown has been shown to reduce oxidative stress resistance and lifespan in flies [45], as well as in a muscle tissue-specific knockdown [46, 47]. Catalase converts hydrogen peroxide to water and oxygen and mitochondria-specific *catalase* overexpression was shown to extend the lifespan of mice [48]. In *Drosophila* aging gut, the *catalase* expression level is improved by rapamycin [49] and catalase activity is diminished during aging in *C. elegans* [50].

Although we obtained some molecular evidence to link antioxidant defense and aging, the underlying mechanism of the healthy aging phenomenon following HN stress is still not clear. We therefore carried out a genome wide microarray analysis, and observed enrichment for genes related to chitin metabolism in the prenatal HN-treated flies. Changes in chitin metabolism-related genes would be predicted to result in an accumulation of chitin. Chitin oligosaccharides are a major component of the inset cuticle and are known to act as potential antioxidants by scavenging ROS [51]. Chitin is synthesized by chitin synthase enzyme coding gene *kkv* and changes in its activity have been related to aging in *D. melanogaster* [52, 53]. Interestingly, the interaction partners for chitin synthases, or chitinases, are unknown in insects [54]. We propose that HN stress acts as a mechanical cue to stimulate chitin metabolism as part of an antioxidative defense mechanism.

In summary, we have identified HN stress as a highly effective hormetic factor. We provide independent evidence for the role of prenatal exposure to HN in lifespan extension and increased stress tolerance without detrimental effects on development in both male and female flies. We also found that prenatal HN exposure enhanced motor performance, indicating an improvement in healthspan as well as lifespan. Interestingly, reproductive ability was not affected by HN stress, which is generally considered a resource trade-off for healthspan extension. Furthermore, HN stress decreased ROS levels by inducing the antioxidant defense mechanism. Considerable overlap between phenotypical and molecular mechanisms was explained using a genome-wide analysis of gene expression profiles. Strong up-regulation of genes involved in chitin metabolism was detected, which could possibly function in the process of scavenging free radicals. These results suggest that prenatal HN exposure is a major hormetic factor that improves longevity and healthspan in *Drosophila* by enhancing antioxidant defense mechanisms. Further analyses will be required to understand how the hormetic effects of HN promote healthy aging in other living systems.

## METHODS

### Fly stocks and maintenance

Wild-type *Drosophila melanogaster w^1118^* were obtained from the Bloomington Drosophila Stock Center (Bloomington, IN, USA) and maintained in a climate-controlled incubator with 25°C and 50 ± 5% relative humidity on 12:12 h light/dark cycle. All flies used in this study were raised on fresh medium containing 6% cornmeal, 3% yeast, 3% sugar, 6% glucose, and 0.6% agar.

### Experimental design for hyperbaric normoxia incubation

All hyperbaric normoxia (HN; 2ATA in normoxic conditions) exposures were carried out in a custom-made animal incubator designed for pressure control [55] without change of temperature (25°C), humidity (50 ± 5%) and under a 12:12 h light/dark cycle. Fertilized eggs from 30 3-day-old pairs were collected in batches of 30 into vials, then exposed to HN until eclosion. After HA exposure all newly born (F1) flies were maintained in a climate-controlled incubator as described above.

### Measuring developmental time, eclosion rate and fecundity

We measured larval development time from egg to pupa (at 24-h intervals), eclosion rate from egg to adult and weight of larvae and adults (male or female). For fecundity, newly eclosed F1 generations of 15 virgin female and 7 male flies were collected and placed into a vial. Flies were transferred to fresh vials every day and the number of eggs laid in a 24-h period was counted for 15 days with ten replicates.

### Body weight and wing size analysis

Body weight of individual larva and adult flies was measured. Flies were reared under the same growth conditions and were age-matched (2 days old) before weighing.

To estimate body size, variation in wing size was measured. The left wing was removed and mounted onto double-sided tape on glass slides and sealed with a cover glass. Images of the wings were taken using a Leica MZ 125 microscope and Leica Application Suite LAS version 3.7.0 software (both from Leica Microsystems).

### Climbing and longevity assays

The climbing assay was performed as previously described by Ganetzky et al. [28] with some modifications. Ten-day-old flies (20 males or 20 females per vial) were collected and placed into a vial (height, 10 cm). After a 1 h recovery period from anesthesia, each vial was gently taped to the bottom. At this point, we counted the number of flies that climbed up to a vertical distance of >7.5 cm within 5 s or 7 s. This procedure was repeated five times. After five trials, the number of flies in each vial was counted. At least 100 flies were used for each condition tested.

Lifespan assay was performed as described previously [56]. In short, 80 male or female flies (1-3 day after eclosion) were cultured in an aging chamber [57]. The number of dead flies was counted every 2–3 days, when fresh food vials were replaced. This procedure was repeated three times.

### Assays for stress resistance of adults

To examine ROS tolerance, flies were placed in a vial containing fresh food and 18 mM paraquat (methyl viologen; Sigma-Aldrich, USA), after wet-starvation in a vial containing 1% agar for 6 h. The number of dead flies was recorded every 3 h until all flies had died. Similarly, starvation resistance was measured by feeding with only water in a vial containing 1% agar (Sigma-Aldrich, USA). Dead flies were counted every 3 h. To test heat tolerance, flies were kept in a 40°C incubator and paralyzed flies were counted every 10 min. Each experiment was performed with 10-day-old flies (20 males or 20 females per vial) with at least three replicates.

### Quantitative real-time PCR analysis

F1 generation flies were frozen in liquid nitrogen and stored at −80°C until analysis. Total RNA was extracted from homogenized whole-body lysates using RNAiso reagent (TAKARA, Japan). After treating with DNase I (Invitrogen, USA), cDNA synthesis was performed using a PrimeScript RT Reagent Kit (TAKARA, Japan). Quantitative real-time PCR was performed using Power SYBR Green (Applied Biosystems, USA) and StepOnePlus Real-Time PCR System (Applied Biosystem, USA). To determine mRNA expression levels for each gene, C_T_ values were normalized to those of rp49. Mean fold induction was calculated from the values from 3-6 independent experiments.

### Quantification of mtDNA

Total DNA was extracted from 10 day old flies from the F1 generation using a G-spin Genomic DNA extraction kit (iNtRON Biotechnology, Korea) and subjected to quantitative real-time PCR as described above. Copy number of mtDNA was estimated using Cox I, Cox III, and Cyt b primers [58], relative to rp49.

### ROS measurement

The rate of ROS production in 20 ten day old flies was measured using a ferric-xylenol orange peroxide assay [59]. Whole bodies were minced in 250 μl distilled water containing aminotriazol (2 mg/ml). Experiments were performed in triplicate. After centrifugation 40 μl of supernatant was mixed with 360 μl FOX reagent (250 μM Fe(NH_4_)2SO_4_·6H_2_O, 25 mM H_2_SO_4_, 4 mM butylated hydroxyl toluene in HPLC grade methanol, 100 μM xylenol orange) containing 100 mM sorbitol (all from Sigma-Aldrich, USA). After incubation at room temperature for 40 min, absorbance of the ferric-xylenol orange complex was estimated at 560 nm using a SpectraMax microplate reader (Molecular Devices, USA).

### Microarray

Total RNA from 20 male and 20 female flies from control and HN-treated groups were collected as described above. For each RNA, the synthesis of target cRNA probes and hybridization were performed using a LowInput QuickAmp Labeling Kit (Agilent Technologies, USA) according to the manufacturer's instructions. Briefly, 25 ng total RNA was added to the T7 promoter primer mix and incubated at 65°C for 10 min. cDNA master mix (5X First strand buffer, 0.1 M DTT, 10 mM dNTP mix, RNase-Out, and MMLV-RT) was added to the reaction mix. Samples were incubated at 40°C for 2 h, and RT and dsDNA synthesis was terminated by incubating at 70°C for 10 min. Transcription master mix was prepared according to the manufacturer's protocol (4X Transcription buffer, 0.1 M DTT, NTP mix, 50% PEG, RNase-Out, inorganic pyrophosphatase, T7 RNA polymerase, and Cyanine 3-CTP). Transcription of dsDNA was performed by adding the transcription master mix to the dsDNA reaction samples and incubating at 40°C for 2 h. Amplified and labeled cRNA was purified on an RNase mini column (Qiagen, USA) according to the manufacturer's protocol. Labeled cRNA target was quantified using an ND-1000 spectrophotometer (NanoDrop Technologies, USA). After checking labeling efficiency, 1650 ng of each cyanine 3-labeled cRNA target was used for cRNA fragmentation by adding 10X blocking agent and 25X fragmentation buffer and incubating at 60°C for 30 min. Fragmented cRNA was resuspended with 2X hybridization buffer and directly pipetted onto an assembled Agilent Drosophila (V2) Gene Expression 4X 44K Microarray. Arrays were hybridized for 17 h at 65°C in an Agilent Hybridization oven (Agilent Technologies, USA). Hybridized microarrays were washed according to the manufacturer's protocol (Agilent Technologies, USA).

### Microarray data acquisition and GO analysis

Hybridization images were analyzed using an Agilent DNA Microarray Scanner (Agilent Technologies, USA) and data quantification was performed using Agilent Feature Extraction software 10.7 (Agilent Technologies, USA). Average fluorescence intensity was calculated for each spot and local background was subtracted. All data normalization and selection of fold-changed genes were performed using GeneSpringGX 7.3.1 (Agilent Technologies, USA). Normalization for the Agilent one-color method was performed: Data transformation, set measurements less than 5.0 to 5.0; Per Chip, normalize to 50th percentage. Averages of normalized ratios were calculated by dividing the average of control normalized signal intensity by the average of test normalized signal intensity.

Functional annotation of genes was performed according to DAVID annotation tools [60, 61]. Default DAVID parameters were used. Venn diagrams from two gene list (male and female) in microarray data analysis were created by R software package. All raw data were deposited in the NCBI Gene Expression Omnibus under accession number GSE84069.

### Statistical analyses

Statistical analyses were conducted using PRISM version 6 (GraphPad Software, Inc., USA). All data except survival curves were presented as mean ± SEM and were statistically evaluated using Student *t*-test distribution. Results of lifespan and stress resistance studies were analyzed using the Kaplan-Meier survival test. Comparisons among groups were conducted using Gehan's Wilcoxon test.

## References

[1] Holliday R (2007). Aging: the paradox of life: why we age.

[2] Rattan SI (2006). Theories of biological aging: genes, proteins, and free radicals. Free Radic Res.

[3] Rattan SI (2008). Hormesis in aging. Ageing Res Rev.

[4] Holliday R (1995). Understanding ageing.

[5] Rattan SI, Clark BF (2005). Understanding and modulating ageing. IUBMB Life.

[6] Stebbing AR (1982). Hormesis--the stimulation of growth by low levels of inhibitors. Sci Total Environ.

[7] Minois N (2000). Longevity and aging: beneficial effects of exposure to mild stress. Biogerontology.

[8] Calabrese EJ, Baldwin LA (2001). Hormesis: u-shaped dose responses and their centrality in toxicology. Trends Pharmacol Sci.

[9] Rattan SI (2001). Hormesis in biogerontology. Crit Rev Toxicol.

[10] Le Bourg E, Minois N, Bullens P, Baret P (2000). A mild stress due to hypergravity exposure at young age increases longevity in Drosophila melanogaster males. Biogerontology.

[11] Le Bourg E, Minois N (1997). Increased longevity and resistance to heat shock in Drosophila melanogaster flies exposed to hypergravity. C R Acad Sci III.

[12] Le Bourg E, Valenti P, Lucchetta P, Payre F (2001). Effects of mild heat shocks at young age on aging and longevity in Drosophila melanogaster. Biogerontology.

[13] Lamb MJ (1964). The Effects of Radiation on the Longevity of Female Drosophila-Subobscura. J Insect Physiol.

[14] Hercus MJ, Loeschcke V, Rattan SI (2003). Lifespan extension of Drosophila melanogaster through hormesis by repeated mild heat stress. Biogerontology.

[15] Cypser JR, Johnson TE (2002). Multiple stressors in Caenorhabditis elegans induce stress hormesis and extended longevity. J Gerontol A Biol Sci Med Sci.

[16] Oh S, Kwon D, Lee E (2011). Cytoprotective activity of elevated static pressure against oxidative stress in normal human fibroblasts. Mol Cell Toxicol.

[17] Alenghat FJ, Ingber DE (2002). Mechanotransduction: all signals point to cytoskeleton, matrix, and integrins. Sci STKE.

[18] Ingber DE (2003). Mechanobiology and diseases of mechanotransduction. Ann Med.

[19] Marshall WF, Kintner C (2008). Cilia orientation and the fluid mechanics of development. Curr Opin Cell Biol.

[20] Barker DJ (1995). The fetal and infant origins of disease. Eur J Clin Invest.

[21] Seckl JR (2001). Glucocorticoid programming of the fetus; adult phenotypes and molecular mechanisms. Mol Cell Endocrinol.

[22] Gluckman PD, Hanson MA, Mitchell MD (2010). Developmental origins of health and disease: reducing the burden of chronic disease in the next generation. Genome Med.

[23] Bateson P, Barker D, Clutton-Brock T, Deb D, D'Udine B, Foley RA, Gluckman P, Godfrey K, Kirkwood T, Lahr MM, McNamara J, Metcalfe NB, Monaghan P (2004). Developmental plasticity and human health. Nature.

[24] Langley-Evans SC (2015). Nutrition in early life and the programming of adult disease: a review. J Hum Nutr Diet.

[25] Vickers MH (2014). Early life nutrition, epigenetics and programming of later life disease. Nutrients.

[26] Soubry A (2015). Epigenetic inheritance and evolution: A paternal perspective on dietary influences. Prog Biophys Mol Biol.

[27] Tarry-Adkins JL, Ozanne SE (2011). Mechanisms of early life programming: current knowledge and future directions. Am J Clin Nutr.

[28] Ganetzky B, Flanagan JR (1978). On the relationship between senescence and age-related changes in two wild-type strains of Drosophila melanogaster. Exp Gerontol.

[29] Minois N, Khazaeli AA, Curtsinger JW (2001). Locomotor activity as a function of age and life span in Drosophila melanogaster overexpressing hsp70. Exp Gerontol.

[30] Chapman T, Partridge L (1996). Female fitness in Drosophila melanogaster: an interaction between the effect of nutrition and of encounter rate with males. Proc Biol Sci.

[31] Tu M-P, Tatar M (2003). Juvenile diet restriction and the aging and reproduction of adult Drosophila melanogaster. Aging Cell.

[32] Dai DF, Chiao YA, Marcinek DJ, Szeto HH, Rabinovitch PS (2014). Mitochondrial oxidative stress in aging and healthspan. Longev Healthspan.

[33] Lopez IA, Acuna D, Beltran-Parrazal L, Espinosa-Jeffrey A, Edmond J (2008). Oxidative stress and the deleterious consequences to the rat cochlea after prenatal chronic mild exposure to carbon monoxide in air. Neuroscience.

[34] Schneider ML, Moore CF, Kraemer GW, Roberts AD, DeJesus OT (2002). The impact of prenatal stress, fetal alcohol exposure, or both on development: perspectives from a primate model. Psychoneuro-endocrinology.

[35] Lithgow GJ, White TM, Melov S, Johnson TE (1995). Thermotolerance and extended life-span conferred by single-gene mutations and induced by thermal stress. Proc Natl Acad Sci USA.

[36] Johnson TE, Cypser J, de Castro E, de Castro S, Henderson S, Murakami S, Rikke B, Tedesco P, Link C (2000). Gerontogenes mediate health and longevity in nematodes through increasing resistance to environmental toxins and stressors. Exp Gerontol.

[37] Mair W, Sgrò CM, Johnson AP, Chapman T, Partridge L (2004). Lifespan extension by dietary restriction in female Drosophila melanogaster is not caused by a reduction in vitellogenesis or ovarian activity. Exp Gerontol.

[38] Barnes AI, Boone JM, Jacobson J, Partridge L, Chapman T (2006). No extension of lifespan by ablation of germ line in Drosophila. Proc Biol Sci.

[39] Gribble KE, Welch DB (2013). Life-span extension by caloric restriction is determined by type and level of food reduction and by reproductive mode in Brachionus manjavacas (Rotifera). J Gerontol A Biol Sci Med Sci.

[40] Harman D (1956). Aging: a theory based on free radical and radiation chemistry. J Gerontol.

[41] Wheeler JC, Bieschke ET, Tower J (1995). Muscle-specific expression of Drosophila hsp70 in response to aging and oxidative stress. Proc Natl Acad Sci USA.

[42] Sorensen JG, Loeschcke V (2002). Decreased heat-shock resistance and down-regulation of Hsp70 expression with increasing age in adult Drosophila melanogaster. Funct Ecol.

[43] Landis GN, Abdueva D, Skvortsov D, Yang J, Rabin BE, Carrick J, Tavaré S, Tower J (2004). Similar gene expression patterns characterize aging and oxidative stress in Drosophila melanogaster. Proc Natl Acad Sci USA.

[44] Landis G, Shen J, Tower J (2012). Gene expression changes in response to aging compared to heat stress, oxidative stress and ionizing radiation in Drosophila melanogaster. Aging (Albany NY).

[45] Kirby K, Hu J, Hilliker AJ, Phillips JP (2002). RNA interference-mediated silencing of Sod2 in Drosophila leads to early adult-onset mortality and elevated endogenous oxidative stress. Proc Natl Acad Sci USA.

[46] Godenschwege T, Forde R, Davis CP, Paul A, Beckwith K, Duttaroy A (2009). Mitochondrial superoxide radicals differentially affect muscle activity and neural function. Genetics.

[47] Martin I, Jones MA, Rhodenizer D, Zheng J, Warrick JM, Seroude L, Grotewiel M (2009). Sod2 knockdown in the musculature has whole-organism consequences in Drosophila. Free Radic Biol Med.

[48] Schriner SE, Linford NJ, Martin GM, Treuting P, Ogburn CE, Emond M, Coskun PE, Ladiges W, Wolf N, Van Remmen H, Wallace DC, Rabinovitch PS (2005). Extension of murine life span by overexpression of catalase targeted to mitochondria. Science.

[49] Fan X, Liang Q, Lian T, Wu Q, Gaur U, Li D, Yang D, Mao X, Jin Z, Li Y, Yang M (2015). Rapamycin preserves gut homeostasis during Drosophila aging. Oncotarget.

[50] Taub J, Lau JF, Ma C, Hahn JH, Hoque R, Rothblatt J, Chalfie M (1999). A cytosolic catalase is needed to extend adult lifespan in C. elegans daf-C and clk-1 mutants. Nature.

[51] Ngo D-N, Kim M-M, Kim S-K (2008). Chitin oligosaccharides inhibit oxidative stress in live cells. Carbohydr Polym.

[52] Pletcher SD, Libert S, Skorupa D (2005). Flies and their golden apples: the effect of dietary restriction on Drosophila aging and age-dependent gene expression. Ageing Res Rev.

[53] Lai C-Q, Parnell LD, Lyman RF, Ordovas JM, Mackay TF (2007). Candidate genes affecting Drosophila life span identified by integrating microarray gene expression analysis and QTL mapping. Mech Ageing Dev.

[54] Merzendorfer H, Zimoch L (2003). Chitin metabolism in insects: structure, function and regulation of chitin synthases and chitinases. J Exp Biol.

[55] Oh S, Lee E, Lee J, Lim Y, Kim J, Woo S (2008). Comparison of the effects of 40% oxygen and two atmospheric absolute air pressure conditions on stress-induced premature senescence of normal human diploid fibroblasts. Cell Stress Chaperones.

[56] Yu S, Jang Y, Paik D, Lee E, Park JJ (2015). Nmdmc overexpression extends Drosophila lifespan and reduces levels of mitochondrial reactive oxygen species. Biochem Biophys Res Commun.

[57] Paik D, Jang YG, Lee YE, Lee YN, Yamamoto R, Gee HY, Yoo S, Bae E, Min KJ, Tatar M, Park JJ (2012). Misexpression screen delineates novel genes controlling Drosophila lifespan. Mech Ageing Dev.

[58] Lee KS, Iijima-Ando K, Iijima K, Lee WJ, Lee JH, Yu K, Lee DS (2009). JNK/FOXO-mediated neuronal expression of fly homologue of peroxiredoxin II reduces oxidative stress and extends life span. J Biol Chem.

[59] Ha EM, Oh CT, Bae YS, Lee WJ (2005). A direct role for dual oxidase in Drosophila gut immunity. Science.

[60] Dennis G, Sherman BT, Hosack DA, Yang J, Gao W, Lane HC, Lempicki RA (2003). DAVID database for annotation, visualization, and integrated discovery. Genome Biol.

[61] Huang W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

How the deposited data were processed for this re-analysis (not part of the article)

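Gene expression was measured in whole bodies of 10-day-old control and HN-treated males and females on Agilent one-color Drosophila arrays of 32162 probes, with 20 flies pooled for each group and 1 array per group. Groups were taken from the sample labels, which give sex and treatment for each array and match the paper's methods. The methods state that 25 ng of total RNA was amplified and that 1650 ng of labeled cRNA was hybridized for 17 h.

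The authors deposited, for each array, the intensity of every spot as the Feature Extraction software gave it. The intensity used here is the processed signal, from which the software had subtracted the background and in which low signals are replaced by a small positive value. It is not scaled between arrays. The methods name an earlier release of that software than the one recorded with the data, 11.5.1.1. The authors also deposited a table with 1 intensity per probe. Between 98.98% and 99.3% of its values per array lay within 0.1% of the mean processed signal over the spots of a probe, so that it is linear and unscaled. The methods further state that measurements under 5 were set to 5 and that each chip was normalized to its 50th percentile in GeneSpring, a step that the deposited values do not include and that was applied here. The methods' sentence on ratios divides control by test. Here HN was divided by control, so that a positive log2 ratio means a higher level in HN flies.

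Control spots and spots flagged as outliers were left out, the spots of a probe were averaged on the log2 scale, and each array was divided by its 50th percentile over all non-control probes and brought to the common level of the 4 arrays. Signals under 5 were then set to 5. A probe counted as well above background on an array where at least 50% of its kept spots did. In each sex, a probe was compared if it was well above background on at least 1 of the 2 arrays, with the dim side as a bound where it was so on only 1. Probes beyond 1.5-fold were counted by direction. With 1 array per group no test within a sex was possible, and precision is limited by the number of arrays. The pooled standard deviation of the log2 ratio of repeat spots, 0.099 over 15617 pairs of probe and sex, served as the measure of error for single ratios, and counts were taken as alike within 1.5 times. Overlaps are given as observed numbers beside the numbers that independent calls would give, over the probes compared in both sexes.

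The calls were tested on simulated data. HN values were the control array of each sex plus an overall shift of 0.3 on the log2 scale and an error drawn from real repeat spots of like signal, and 40 probes each were changed by 1.2-fold, 1.5-fold, 1.8-fold, 2-fold and 3-fold. In that order, 0, 21, 40, 40 and 40 of the 40 were called in males and 1, 13, 40, 40 and 40 in females. Of the unchanged probes, 68 of 23213 (0.293%) were called in males and 61 of 21580 (0.283%) in females. The simulation holds no difference between pools of flies. It also gives both arrays of a sex the same probes well above background. Calls on probes well above background on 1 array alone, where the ratio is a bound, are therefore not covered by these rates. In the data these calls were 519 higher and 157 lower in males, and 454 higher and 357 lower in females.

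A test that takes the sexes together was added after the data were seen. The limma package was run on the 19758 probes well above background on all 4 arrays, with sex and treatment in the model, which leaves 1 residual degree of freedom, and Benjamini-Hochberg adjusted p under 0.05 was the limit. The test takes the change in HN flies to be alike in both sexes and counts a difference between the sexes in that change as error. In 20 simulations with variances drawn from the fitted prior and 200 changed probes, a mean of 163.6 were called with a mean of 12.35 false calls when the change was 1 on the log2 scale, and 198.2 with 16.75 false calls when it was 2, so that false calls were a larger share than the limit of 0.05 states.

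The files name each probe by a transcript identifier or accession and give no gene symbols. Matched to a table of RefSeq genes of the Release 6 assembly, 412 of the 32162 probes (1.28%) received a symbol, from 360 genes. The probe design rests on an earlier assembly, so no coordinates are given. Of 17 gene lists drawn up before the data were examined, among them chitin metabolism, cuticle proteins and each gene the paper names, no list had more than 25% of its members named, under the minimum of 80%, and no list was tested. Chitin metabolism genes, Cht6, Cht7 and kkv, gene ontology terms and pathways were therefore not analysed here. The genes named in the text were chosen by a rule set before the data were examined. They are the 5 genes with a symbol that changed most in the same direction in both sexes, ranked by the smaller of the 2 ratios, the 3 that changed most in each sex and direction, members of the cuticle list, and genes that check the sex of the samples. All are well above background on the arrays compared, except Zip42C.2 on the control male array, and every probe of a gene is given or summarised. Up to 2 transcript identifiers that rose and 2 that fell were named without that rule.

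Sex was checked on roX2, a male-specific non-coding RNA, which was well above background on both male arrays and on neither female array. Probes were called without sex bias where the mean of the female arrays lay within 2-fold of that of the male arrays, and sex-specific where it differed by more than 16-fold.

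Alternatives set before the data were examined were the 75th percentile, the 50th percentile over probes well above background on all 4 arrays, the floor before scaling, no floor, normexp background correction with an offset of 50, quantile normalization, cyclic loess over the 4 arrays, no filter on dim probes, filters that require both arrays of a sex or all 4 arrays, a 2-fold limit, transcript identifiers in place of probes, the deposited table of probe values, and outlier spots kept. Normexp was run on the median spot signal and the median local background. Its offset of 50 is added to every signal, so it shrinks the ratios of dim probes by construction. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 for normexp, quantile normalization and loess.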

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

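All tests in this part were chosen after the results had been seen.

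A number of probes changed more than 1.5-fold in opposite directions in the sexes, which the paper does not report. There were 86 of them, 57 higher in HN males and lower in HN females and 29 the other way round. With 1 array per group, the difference between the sexes was not tested. Independent calls would give 29.1 such probes over all probes compared in both sexes, but 63.3 when the number is taken within 20 bins of mean signal, so that the observed number was 1.36 times as large. Repeat spots of the dimmest of 5 groups by signal had a standard deviation of the log2 ratio of 0.174 in males and 0.191 in females, against 0.0724 and 0.0366 in the brightest, so noise that gathers among dim probes may account for part of the 86. Among probes well above background on all 4 arrays, 42 were opposite, against 18.2 under independent calls within bins of mean signal. The excess lay in probes higher in males and lower in females (32 against 9.45) more than in the others (10 against 8.76). Bins of the mean over 4 arrays do not match how dim a probe is in each sex, so noise is not excluded. Noise of dim probes and differences between the pools of flies cannot be told apart here. A response to HN that differs between males and females stays open and was not tested.

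The probe for the transcript FBtr0077021, which the paper does not name by this identifier and whose gene the files do not give, stood far above the control level in HN flies. Its log2 ratio was 4.655 in males, from a signal of 418 to one of 10520, and 3.988 in females, from 2229 to 35380. A flaw of a single spot or array would not raise the probe by a like amount on separate arrays of both sexes, and the ratio of 3.988 in females speaks against it. The transcript has 1 probe, so no other probe checks it. A genetic difference between the control and HN cultures could give such a change, and with 1 sample per group it cannot be told apart from an effect of the treatment, which stays open as well.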

How the results depend on the processing

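Settings listed here as added were chosen after the data had been examined. They are the test of the sexes together, no scaling between arrays, the 50th percentile over each array's own probes well above background, the dim side at its own signal, each of those scalings together with the dim side at its own signal, loess within the 2 arrays of each sex, and, for the comparison by sex bias, a 4-fold difference between the sexes and matching on mean signal. All others were set before.

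Under the 75th percentile, the 50th percentile over probes well above background on all 4 arrays, the floor before scaling, no floor, quantile normalization, loess over 4 arrays, transcript identifiers and outlier spots kept, all 7 counts of changed probes stayed within 1.5 times their main values. The floor changed 0 calls in males and 0 in females. With the dim side at its own signal, an added setting, they did so too.

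With no filter on dim probes, 1784 probes were higher and 1350 lower in HN males, 2312 higher and 1655 lower in HN females, 418 higher and 161 lower in both sexes, and 387 went in opposite directions. Probes well above background on both arrays of a sex gave 552 higher in males, 409 higher and 352 lower in females, and 42 in opposite directions. Those well above background on all 4 arrays gave 495 higher and 277 lower in males, 356 higher and 265 lower in females, and 42 in opposite directions. At 2-fold, 329 were higher and 284 lower in males, 405 higher and 423 lower in females, 76 higher and 13 lower in both sexes, and 26 in opposite directions. Fewer probes or a higher limit lower these counts by construction. Under normexp, the counts were 461 higher and 379 lower in males, 250 higher and 268 lower in females, 121 higher and 23 lower in both, and 31 in opposite directions. The table of probe values gave 689 higher in males. For normexp and this table the cause was not tested.

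Without scaling, an added setting, 3797 probes were higher and 314 lower in males, 30 were lower in both sexes and 168 went in opposite directions. With the dim side also at its own signal, these were 3957, 317, 31 and 182. The 50th percentile over each array's own probes well above background gave 3770 higher and 316 lower in males, and 428 higher and 29 lower in both sexes. With the dim side at its own signal, it gave 3929 higher and 319 lower in males, 441 higher and 30 lower in both, and 132 in opposite directions. Loess within each sex gave 1998 higher in males. Higher probes made up 65.15% of the changed probes in males in the main setting, 92.4% without scaling and 92.3% with each array's own probes. They made up 80.05% with loess within each sex, 54.9% under normexp and 53.3% with the table of probe values. In females their share was 54.9% in the main setting. It ran from 45.89% without scaling to 63.6% with own probes and the dim side at its own signal. In the settings without scaling and with own probes, the median log2 ratio in males over probes well above background on all 4 arrays lay at 0.30, against -0.05 in the main setting, so that the ratios of all male probes are shifted upward there.

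The observed number of probes higher in both sexes was above the independent number in every setting run, by 8.37 times in the main one. It was 27.8 times under normexp, 24.8 at 2-fold, 17.6 with probes well above background on both arrays of a sex and 17.6 on all 4 arrays. It was 3.26 with no filter, 3.43 without scaling, 3.28 without scaling and with the dim side at its own signal, 3.40 with own probes and 3.30 with own probes and the dim side at its own signal. The cause of these shifts was not tested. Of the 212 probes higher in both sexes in the main setting, normexp kept 110 and quantile normalization 182.

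Of 1056 log2 ratios of named probes under the alternatives, 851 moved by less than the repeat-spot error of 0.099 and 205 by more, and 54 changed whether the ratio passed 1.5-fold. The sign changed for 49, all but 1 of them with a main ratio of 0.421 or less in size. The 1 past 1.5-fold in the main setting was lncRNA:CR43301 in males, at 0.0936 under normexp against -0.86, and the cause was not tested. The difference of male-specific from unbiased probes in males was -0.23 in the main setting and ran from -0.31 with loess over 4 arrays to -0.12 under normexp. That of female-specific probes in females was -0.16 and ran from -0.16 to -0.12.

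Scaling to the spike-in probes was not run, since only 6 to 9 of their 320 spots per array were well above background. Named genes and gene lists that have too few named probes have no value under any setting. No paired test within a sex was possible because each group has 1 array. The added limma test of the sexes together, over probes well above background on all 4 arrays, gave 29 probes higher and 0 lower in HN flies at a Benjamini-Hochberg adjusted p under 0.05, while 157 and 37 of the same probes were called in both sexes by fold change. All of these had an unadjusted p under 0.05. Before adjustment, 1152 were higher and 807 lower at p under 0.05, with 1 residual degree of freedom, and the separate scan of the control male array enters the test as well. What signal limits is the dim end. When the probes well above background on both male arrays were split into 5 equal groups by signal, 194 were higher and 278 lower in the dimmest group, against 82 and 45 in the brightest.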

Differences from the paper's values

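The paper counts genes and the values here count probes. The setting that came closest to the paper's counts was chosen after seeing the values, by setting 26 combinations of scaling and filter, and 17 constant shifts per sex, against the paper's numbers. It divides each array by the 50th percentile over its own probes well above background and leaves the dim side at its own signal, and is called here the own-probe setting. It is a setting under which the values fall within the paper's and is not given in the paper's methods. Of the 26 combinations, 11 came within 1.5 times the paper's count of genes higher in HN males and 9 within 1.5 times its count of genes lower in HN males, all of them without scaling or with each array's own probes for the first count. All 6 counts by sex and direction came within 1.5 times in 2 combinations, one with the scaling and filter of the own-probe setting and one with probes whose signal is positive and significant as the reference. The deposited table of probe values without scaling, compared where well above background on at least 1 array, gave 3983 higher and 356 lower in males, but 835 higher and 912 lower in females.

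For probes higher in HN males, the paper's value is 3946 and the value here is 1071. None of the alternatives set before the data were examined came within 1.5 times the paper's value. Settings chosen after seeing the values did so, with 3929 in the own-probe setting, 3770 in the same with the dim side as a bound, 3797 without scaling and 3957 without scaling and with the dim side at its own signal.

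For probes lower in HN males, the paper's value is 347 and the value here is 573. Among the alternatives set before, the 75th percentile gave 503, normexp 379, probes well above background on both arrays 416 and on all 4 arrays 277, the 2-fold limit 284 and transcript identifiers 485, all within 1.5 times the paper's value. The others set before did not come within it. Of those chosen after seeing the values, loess within each sex gave 498, no scaling 314, no scaling with the dim side at its own signal 317, own probes with a bound 316 and the own-probe setting 319.

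The paper's total for males is 4293, against 1644 here. Of the alternatives set before, only no filter on dim probes came within 1.5 times, with 3134. Chosen after seeing the values, no scaling gave 4111, no scaling with the dim side at its own signal 4274, own probes with a bound 4086 and the own-probe setting 4248.

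The paper's overlap is 473 genes, against 261 probes changed the same way in both sexes here. No filter on dim probes, set before, gave 579, and none of the others set before came within 1.5 times. Chosen after seeing the values, own probes with a bound gave 457, the own-probe setting 471, and no scaling with the dim side at its own signal 316.

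Of the overlap, the paper's number of up-regulated genes is 441, against 212 probes here. No filter on dim probes, set before, gave 418, and none of the others set before came within 1.5 times. Chosen after seeing the values, own probes with a bound gave 428 and the own-probe setting 441. The paper's number of genes down-regulated in both sexes is about 32 in Fig. 6A, read by eye, against 49 probes here. Set before, the 75th percentile gave 43, the 50th percentile over probes well above background on all 4 arrays 47, normexp 23, probes well above background on both arrays 37 and on all 4 arrays 37, and transcript identifiers 40, while the rest did not come within 1.5 times. Chosen after seeing the values, loess within each sex gave 46, no scaling 30, no scaling with the dim side at its own signal 31, own probes with a bound 29 and the own-probe setting 30.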

Other observations

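Of the tests in this part, those of male-specific RNA, of single roX1 probes, of the separate scan and of the share of sex-specific probes that moved, of probes well above background on 1 male array, and those of differences between pools or cultures, were chosen after the results had been seen. Loess within each sex was added then too.

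In males, 65.15% of the changed probes were higher in HN flies. Correcting a trend with signal did not remove this direction. The share was 63.4% with loess over 4 arrays, 65.64% with quantile normalization and 80.05% with loess within each sex. It moved with the correction, and these settings keep the calls that rest on a bound, so a trend is not excluded. Scaling to the median stays open. With the 75th percentile or with probes well above background on all 4 arrays as the reference 68.35% or more were higher. However, both references raise all male ratios, which raises the share by construction. The median ratio over probes well above background on all 4 arrays went from -0.05 to 0.01 and -0.02. The floor at 5 plays no part, as 0 male calls differ without it. Of the changed male probes well above background on 1 array alone, 519 were higher and 157 lower. Among probes well above background on both male arrays 57.0% were higher, with no filter 56.9%, at 2-fold 53.7% and with the table of probe values 53.3%, but among probes well above background on all 4 arrays 64.1% were. A stricter filter thus did not lower the share throughout, and how far detection on 1 array alone makes the excess cannot be told without a spread. Background is open too. Under normexp 54.9% were higher, closer to an even split, and with 1 array per group no spread says whether that differs from one. The offset of normexp shrinks the ratios of dim probes by construction, so this share does not test background alone. The control male array had a median local background of 38, against 31.5 on the HN male array, and it was read in a separate scan. Of the scans, 0 hold both male arrays, so the separate scan of the control male array and the treatment cannot be told apart.

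More probes were higher in both sexes than independent calls would give. Probes that vary on any array would raise the opposite calls as much as the shared ones, but for probes higher in males and lower in females the observed number was 3.12 times the independent one, against 8.37 for probes higher in both. Calls that gather in dim probes account for part, as the excess fell to 3.62 times within bins of mean signal. A smaller share of sex-specific RNA alone would leave no excess among probes without sex bias. There it was 13.7 times with the ratios centred on their median, and 11.49 times within bins of mean signal as well, a check added afterwards. A smaller share of reproductive tissue is not excluded, since probes without sex bias can include genes expressed in reproductive tissues of both sexes. Of all probes higher in both sexes, 155 of 212 (73.1%) were without sex bias, against 7525 of the 21490 compared in both (35.02%). This share does not tell these explanations apart. Another difference between the control and HN cultures could produce the same overlap, and with 1 sample per group it cannot be told apart from the treatment.

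Probes specific to one sex were lower in HN flies of that sex relative to probes without sex bias. In males, 2638 male-specific probes had a median log2 ratio of -0.21, against 0.02 for 7052 probes without sex bias, a difference of -0.23. In females, 1835 female-specific probes had a median of -0.09, against 0.07, a difference of -0.16. These differences are small beside the 1.5-fold limit, but 93.75% of the male-specific and 94.7% of the female-specific probes lay below the median of the probes without sex bias, so that a few strongly changed probes do not carry them. A trend with signal does not account for them either. Matched on mean signal the differences were -0.21 in males and -0.13 in females, and the smallest left by matching or by loess within each sex was -0.12, in females. Under normexp the difference in males shrank to -0.12, with 79.83% of male-specific probes below the median of the probes without sex bias. In females it was -0.16 under normexp, with 94.17% of female-specific probes below. The size of the male difference thus depended on the background setting. The separate scan of the control male array cannot produce the difference of -0.16 in females, whose arrays share a scan, and for the difference of -0.23 in males it cannot be told apart from the treatment. A candidate explanation is that RNA of reproductive tissues made up a smaller share of the HN samples. Chance differences between pools of flies could do the same, and 1 sample per group leaves this open.

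roX1, a non-coding RNA of the male dosage compensation complex, was seen in control females. All 4 of its probes were lower in HN females than in control females, with a median log2 ratio of -2.48, while the median in males was -0.06. Under normexp 1 of the 4, at -0.34 in females, was within 1.5-fold. It is dim in females (signals of 74 and 34), so the offset of normexp shrinks its ratio by construction. On its brightest probe, control females reached 3.32% of the control male signal and HN females 0.446%. The agreement of 4 probes speaks against a flaw of single probes. RNA of whole adult males in the control female sample would raise all bright male-specific transcripts alike. Across 1438 probes with a male signal above 2000 and more than 16-fold above HN females, the median log2 ratio of HN over control in females was -0.0462, and the median signal in control females was 0.215% of that in males, close to the 0.226% in HN females. Of these probes, 9 had a ratio below the roX1 median. The probes were chosen in adult males, so other sources of roX1 RNA are not tested. A chance difference between pools of flies could underlie the change, and with 1 sample per group it cannot be told apart from the treatment. The other genes with the largest decreases in females were Ilp4 (log2 ratio -3.66) and slp1 (-1.28).

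The 3 genes with a symbol that rose most in females were Cpr97Eb, Zip42C.2 (log2 ratio 1.31) and CG15021, ranked over probes well above background on both female arrays. Zip42C.2 was not well above background on the control male array. Its male ratio of 1.91 takes the lowest signal well above background for that array. The ratio was 0.23 under normexp, whose offset shrinks the ratio of so dim a probe. It was 0.89 with the table of probe values, but 2.98 with no filter on dim probes. Loess within each sex gave 2.55, and no scaling with the dim side at its own signal gave 3.40. Over probes well above background on both male arrays, the largest rises in males were those of Cpr97Eb, CG15021 and CG43897, and the largest decreases in males were those of lncRNA:CR42839 (-0.99 for one probe and -0.03 for the other), sowah (-0.96 and -0.40) and lncRNA:CR43301 (-0.86). Under normexp, the first probe of sowah (-0.52) and lncRNA:CR43301 (0.0936) were within 1.5-fold. Probes of one transcript often differed in whether they passed the limit. Of the transcripts with more than 1 probe well above background on all 4 arrays and at least 1 changed probe, all probes passed in the same direction for 53 of 198 in males (26.8%) and 59 of 129 in females (45.7%), and for 0 did probes pass in opposite directions.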
